A study of Mus musculus with 18 samples. Its data were reported in "BET Protein Inhibition Regulates Macrophage Chromatin Accessibility and Microbiota-Dependent Colitis" (2022).

How the data were processed

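RNA was measured in bone marrow-derived macrophages (BMDMs) from mice that lack the cytokine interleukin 10 (Il10-/- mice on the C57BL/6J background). The 18 libraries fell into 6 groups of 3, and the group and replicate number of every library came from its title. Cells were pretreated for 12 hours with (+)-JQ1 at 500 nM, with IL-10 at 10 ng/mL or with neither, and lipopolysaccharide (LPS) at 50 ng/mL or saline buffer was then added for 4 hours. The labels call the cells given neither untreated. The methods of the study name a vehicle control for the pretreatment that preceded LPS, and untreated cells as the unstimulated control. Whether the LPS cells had a vehicle that the unstimulated cells lacked is not clear. If so, every comparison with unstimulated cells and both interactions may include an effect of the vehicle. The labels describe the groups as biologically matched cultures from 3 mice, so the replicate numbers were taken to name the mice and to pair the libraries across groups. The sequencing lane was read from the labels. All libraries of replicate 1 were on lane 7 and all of replicate 3 on lane 8, whereas replicate 2 was on lane 7 without LPS and on lane 8 with LPS.

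The authors prepared stranded, ribosomal RNA-depleted libraries, sequenced them as paired ends, extracted the reads with TagDust, aligned them to the mouse genome build mm9 with STAR and quantified genes with RSEM under default settings. The deposited expected counts are RSEM's estimates of the reads of each gene, in which a read that matches several genes is divided among them, so they need not be whole and near-identical genes share reads. Expected counts were not whole for 5.40% to 6.63% of genes per library and were rounded before testing. The deposited TPM values are the authors' length-scaled relative abundances, which add up to the same total in every library, and the deposited effective lengths were used in an offset for gene length. The authors' FPKM values were not used here. Under the default settings of RSEM reads are assigned without regard to strand, so genes that overlap on opposite strands, and members of gene families such as the histones, the Oas genes, the Fc receptors, Ifit3b, Tgtp2 and H2-Q8, carry uncertain counts.

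Each file listed 24485 genes by symbol, of which 7578 had a count of 0 in all libraries. The total of expected counts per library ran from 6781952 to 28289498. The smallest share a library could show, set at 3 counts, was therefore between 0.106 and 0.442 CPM. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. Replicates of a group were compared for duplicate deposits, and the chi-square statistic per degree of freedom was 4.14 to 30.5 over the 18 pairs, well above sampling noise, so each library was counted as its own replicate.

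Tests were chosen after the methods of the study, which name the DESeq2 Wald test and likelihood ratio test. The Wald test of DESeq2 1.42.0 in R 4.3.3 was run on the rounded expected counts of all 18 libraries with group as the only term, median-of-ratios size factors and the default independent filtering, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. The fit with the replicate number as a block was made beside it. Interactions tested whether the effect of JQ1 or IL-10 differed with and without LPS. Genes affected by JQ1 during LPS stimulation were also called with the DESeq2 likelihood ratio test (LRT), with a mean normalised count of at least 10, and were sorted into cluster 1 (higher with JQ1) or cluster 2 (lower with JQ1) and into classes I to X by the Wald tests of LPS and of LPS + JQ1 against unstimulated cells, after the study's rules. The study first normalised the LPS and LPS + JQ1 replicates to the mean of unstimulated cells before its LRT, a step that was not applied here, so the LRT differs from that of the study. LRT genes that met no rule were left without a class. A gene was called LPS-induced when its adjusted p was under 0.05, its log2 fold change above 1 and its mean normalised count at least 10. Gene sets were tested with camera from edgeR 4.0.16 and limma 3.58.1, with an inter-gene correlation of 0.01, over the 12251 genes with at least 10 counts in at least 3 libraries, and the p-values of the 15 set tests were adjusted together. Principal components were computed on the variance-stabilised counts of the 1000 most variable genes.

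The genes named were fixed by a rule before the data were examined. They are the knocked-out gene, 15 genes that the study discusses, 4 genes tied to BET proteins, the 3 genes with the largest rise and the 3 with the largest fall in each of 5 comparisons (adjusted p under 0.05, mean normalised count of at least 100 and the same direction in all 3 pairs), and up to 3 members of each gene set that passed its test. A list of 20 genes of cycling cells was written after the histone results were seen, and Rn45s was singled out after its values were seen. A further gene listed beforehand is not reported here. Of the 65 named genes, 62 were found by symbol in the GENCODE vM1 annotation of the same genome build, from which positions were taken.

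The DESeq2, edgeR and limma tests, the replicate block and the LRT were tested on simulated data, with 200 of 24485 genes changed by known amounts. The interactions, classes, principal components and splits were not tested in this way. The DESeq2 Wald test recovered 97.0% of them, and 9.30% of its calls were false, more than the nominal share. The edgeR quasi-likelihood test recovered 97.0% with 3.50% false calls. The DESeq2 test made 1 call in a simulated comparison without any change. The camera test, run on 12334 simulated genes, gave a p of 7.78e-228 for a raised set of 30 genes and 0.483 for an unchanged set. Simulated genes were drawn independently, without differences between mice, and far fewer changed than in the real comparison of LPS + JQ1 with LPS. The simulation thus did not test camera on correlated genes, or the block where mice differ.

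The alternatives tried were the edgeR quasi-likelihood test, TMM and total-count scaling, an offset for gene length, filters on low counts, fits of only the groups compared, limma on log2(TPM + 1), the replicate block, lane as a covariate, an adjusted p under 0.01, other settings of the principal components and of the set tests, and leaving out each replicate in turn. A variance-stabilising transformation that ignores the groups, the medians of the gene sets under each scaling, and the alternatives for single-gene interactions and for LPS + JQ1 against LPS + IL-10 in the genes that the study discusses were added after the data were seen. Fold changes are relative to the other genes of the same libraries, since no external RNA standard was used here. Chromatin accessibility, protein and colitis measurements of the study were not analysed here.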

Results

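Gene expression was measured by RNA-seq in 18 libraries of BMDMs, macrophages grown from bone marrow, from Il10-/- mice. The 6 groups of 3 were unstimulated cells, cells treated with JQ1, cells treated with IL-10, and the same 3 treatments followed by LPS, a bacterial cell wall component that activates macrophages. JQ1 is a small molecule that blocks the bromodomains of the BET proteins, with which these proteins bind acetylated histones. The comparisons address how BET inhibition changes the macrophage response to LPS, and how this compares with IL-10, the anti-inflammatory cytokine that these cells cannot make.

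The totals of expected counts in replicates 1, 2 and 3 were 14519988, 6781952 and 16434015 in unstimulated cells, 14442440, 13126919 and 13784854 with JQ1, and 28289498, 14898001 and 13467781 with IL-10. They were 15325874, 20560937 and 17173258 with LPS, 14894988, 15447770 and 13488553 with LPS + JQ1, and 15217653, 12946996 and 21828628 with LPS + IL-10. A single ribosomal RNA precursor gene, Rn45s, chosen after its values were seen, took 10.0% ± 0.948 (SD, n = 3) of counts in unstimulated libraries, 11.4% ± 0.909 with JQ1 and 9.77% ± 0.793 with IL-10. Its share was 6.44% ± 0.799 with LPS, 7.55% ± 0.413 with LPS + JQ1 and 6.60% ± 0.798 with LPS + IL-10. Genes induced by LPS, chosen on these same libraries, made up 17.4% ± 1.02 of counts in unstimulated cells and 54.6% ± 1.42 with LPS, so the composition of the libraries changed widely and the choice of scaling mattered below. Pairs of replicates within groups had a Spearman correlation of 0.989 to 0.996 across genes, which are not independent replicates.

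The knocked-out gene, Il10 (mm9 chromosome 1, 132916422 to 132921551, plus strand), still had reads in every library. The normalised counts of replicates 1, 2 and 3 were 37.03, 27.1 and 33.5 in unstimulated cells, 60.5, 43.4 and 34.8 with JQ1, and 48.3, 43.0 and 49.0 with IL-10. They were 53.7, 61.0 and 74.9 with LPS, 118.2, 142.2 and 163.7 with LPS + JQ1, and 134.0, 155.0 and 176.7 with LPS + IL-10. JQ1 raised the count during LPS stimulation (log2 fold change 1.16, SE 0.212, DESeq2 adjusted p 1.73e-07; with the replicate block 2.75e-07), and so did IL-10 (1.30, adjusted p 2.76e-08; with the block 4.97e-08). The rise with LPS alone (0.925) was absent under total-count scaling (-0.003) and smaller with limma on TPM (0.144), where it did not pass. Every library was labelled Il10-/-, so this count could not be set against wild-type cells.

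In the principal component analysis, PC1 held 88.5% of the variance of the 1000 most variable genes and parted LPS-stimulated from unstimulated libraries. PC2 held 8.46% and parted the JQ1 libraries from the others. With the unstimulated mean at 0% and the LPS mean at 100%, LPS + JQ1 libraries lay at 63.9% ± 0.190 (SD, n = 3) of the way along PC1 and LPS + IL-10 libraries at 94.5% ± 2.54. The largest shift of the LPS + JQ1 position among the alternatives, to 70.4%, came from log2(CPM + 1) values. Unstimulated libraries spread more (SD 4.67) than JQ1 libraries (-7.38% ± 0.849) or IL-10 libraries (-0.781% ± 1.28). An exact two-sided permutation test of PC1 scores gave p = 0.1 for LPS + JQ1 against LPS, the smallest p that 3 against 3 samples can give, and the same p for LPS + IL-10 against LPS.

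**Figure D1:**
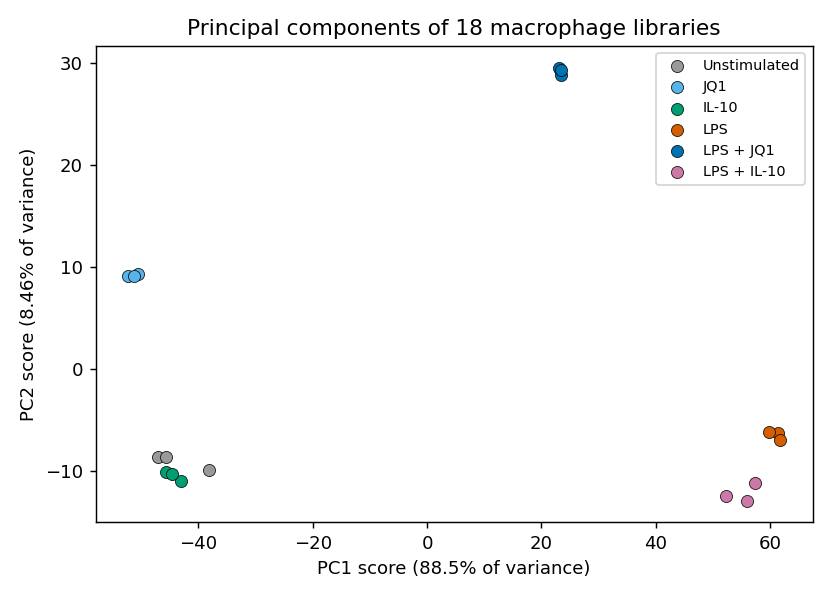
Scores of the 18 libraries on PC1 (88.5% of variance) and PC2 (8.46% of variance), unitless, with 1 point per library and colours for the 6 groups. LPS libraries lie to the right of unstimulated ones, and the LPS + JQ1 libraries lie between them on PC1 at 63.9% of the way.

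LPS changed 9656 of 14965 genes with an adjusted p (4728 higher and 4928 lower; DESeq2 Wald test), and 9711 with the replicate block, of which 9596 were shared. Same-numbered libraries deviated from their group means with a correlation of 0.211. The share of higher genes among these calls was 49.0%, but it was 20.1% under total-count scaling and 23.2% with limma on TPM, because the median log2 fold change of all expressed genes was -0.03 with median-of-ratios factors, -0.11 with TMM, -0.96 with total-count scaling and -0.70 with TPM. The count moved most, to 7520, with at least 10 counts required in every library, and rose to 11081 under total-count scaling. Lanes differed between the compared libraries of replicate 2 only, and 9625 genes changed with lane as a covariate. The 3 largest rises by fitted fold change were in genes at or under 3 counts in every unstimulated library. Only lower bounds can be given for them, so their rank is not determined. Lipg was at least 676.8-fold higher, Edn1 at least 606-fold higher and Il27 at least 2720-fold higher. The largest falls by fitted fold change were in Bmf (at least 149.3-fold lower), Zfp395 (log2 fold change -7.84, SE 0.465, adjusted p 6.61e-63) and Cxcr4 (-7.63, SE 0.220, adjusted p 1.05e-261).

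With JQ1 before LPS, 9144 genes differed from unstimulated cells (4409 higher and 4735 lower), and 9202 with the replicate block, at a same-number correlation of 0.051. With IL-10 before LPS, 9489 genes differed (4660 higher and 4829 lower), and 9570 with the replicate block, at a correlation of 0.196. The share of higher genes was 48.2% and 49.1% in these comparisons, and 22.3% and 20.6% under total-count scaling or 26.4% and 24.5% with TPM.

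JQ1 changed the expression of 8209 genes during LPS stimulation (3491 higher and 4718 lower), and 8255 with the replicate block, of which 8132 were shared; the same-number correlation was -0.092. These libraries were matched by lane in all 3 pairs. The direction of the calls depended on scaling: 42.5% of changed genes were higher, against 50.1% with TMM, 64.8% under total-count scaling and 62.7% with TPM. The largest falls by fitted fold change were in F10 (at least 287.4-fold lower), Ccr2 (at least 26.4-fold lower) and Edn1 (log2 fold change -9.19, SE 0.419, adjusted p 7.05e-105). The largest rises by fitted fold change were in Mknk2 (4.80, SE 0.113), Narf (4.56, SE 0.278) and Frat1 (at least 4.59-fold higher). The ranks of Ccr2 and Frat1 are not determined, because only bounds are known. Chil1 was at least 59.5-fold lower and Bmf at least 6.49-fold higher.

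IL-10 changed 1968 genes during LPS stimulation (959 higher and 1009 lower), and 2116 with the replicate block, of which 1930 were shared, at a same-number correlation of 0.589. When only the 6 libraries compared were fitted, 1089 genes changed. The share of higher genes was 48.7%, but 71.1% under total-count scaling and 75.3% with TPM. The largest rises were in Ggta1 (4.56, SE 0.169, adjusted p 1.14e-155), Chil1 (3.85, SE 0.400, adjusted p 8.33e-20) and Nxpe5 (3.19, SE 0.314, adjusted p 5.22e-22). The largest falls were in Sele (-2.67, SE 0.516, adjusted p 4.71e-06), Cish (-2.42, SE 0.519, adjusted p 5.34e-05) and Il12a (-2.31, SE 0.595, adjusted p 0.00122).

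Of the genes changed by JQ1 and those changed by IL-10 during LPS stimulation, 1617 were shared. Among them 699 were lower with both and 381 higher with both, 395 were lower with JQ1 and higher with IL-10, and 142 were higher with JQ1 and lower with IL-10. Set against each other, LPS + JQ1 and LPS + IL-10 differed in 7927 genes (3404 higher and 4523 lower with JQ1), and in 7964 with the replicate block, at a same-number correlation of -0.121. The higher share was 42.9%, and 61.3% under total-count scaling or 57.7% with TPM.

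**Figure D2:**
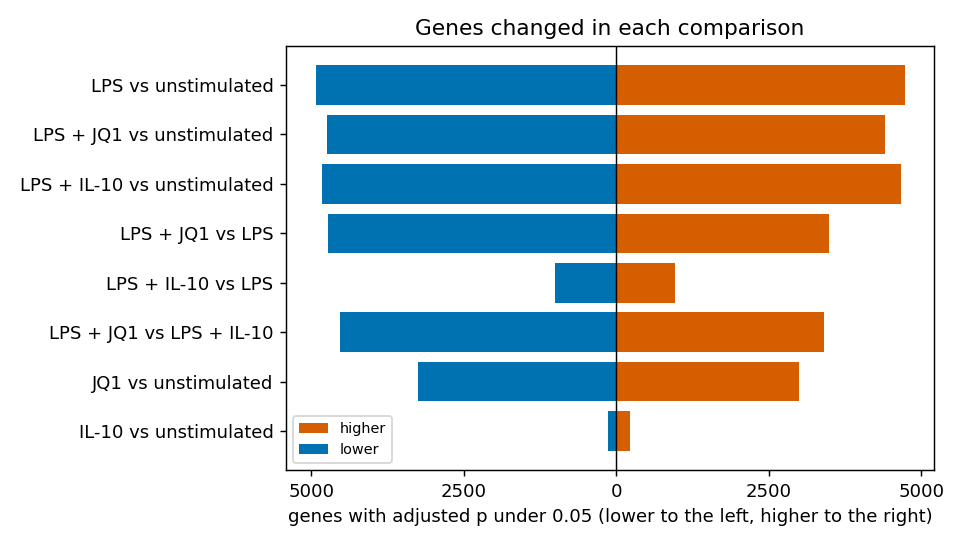
Number of genes with a DESeq2 adjusted p under 0.05 in each of 8 comparisons, with genes lower in the first-named group drawn to the left of 0 and higher ones to the right. The comparison of IL-10 with unstimulated cells has the fewest (358) and LPS with unstimulated cells the most (9656); under total-count scaling the balance of the 2 directions shifts.

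Without LPS, JQ1 changed 6248 genes (3001 higher and 3247 lower), and 6347 with the replicate block, at a same-number correlation of 0.179. The share of higher genes was 48.0%, but 26.8% under total-count scaling and 24.6% with TPM. Nt5dc2 (2.87, SE 0.071), Cd320 (2.65, SE 0.175) and Mt2 (2.61, SE 0.221) rose most. F10 was at least 31.4-fold lower, H2-Q8 at least 7.73-fold lower and Ccl22 at least 7.38-fold lower, and the last of these had 59.4 normalised counts in unstimulated replicate 1 against 3.38 and 2.68 in replicates 2 and 3. IL-10 alone changed 358 genes (229 higher and 129 lower), and 447 with the replicate block, of which 342 were shared, at a same-number correlation of 0.324. The count fell to 231 with the edgeR quasi-likelihood test and to 171 with limma on TPM, where 84.8% of calls were higher against 64.0% here. Socs3 (3.30, SE 0.527, adjusted p 1.23e-07), Ednrb (3.03, SE 0.310, adjusted p 3.48e-19) and Nxpe5 (2.82, SE 0.268, adjusted p 2.28e-22) rose most. Among genes with the same direction in all 3 pairs, Cxcl9 (-3.45, adjusted p 0.0307), Tgtp2 (-2.36, adjusted p 0.00873) and Ifit3b (-2.21, adjusted p 0.00497) fell most. In all 3 the unstimulated mean rested largely on replicate 1. None of these 3 falls passed when only the groups compared were fitted (adjusted p 0.298, 0.249 and 0.0834) or with limma on TPM (0.570, 0.246 and 0.0592), and Cxcl9 did not pass with edgeR (0.206). Il12b had a larger fitted fall with IL-10 alone (-5.90, adjusted p 0.0106, with the block 0.0523). It had 0 counts in unstimulated replicate 3, so it did not fall in all pairs, and its fall is only bounded at 2.70-fold.

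Genes changed by LPS or by LPS + JQ1 relative to unstimulated cells numbered 11277. The LRT called 7802 genes affected by JQ1 during LPS stimulation, 3399 in cluster 1 and 4403 in cluster 2, and 4690 of them met the rule of a class, 1713 in cluster 1 and 2977 in cluster 2. Total-count scaling moved the clusters most, to 5400 and 2781 genes. With the replicate block the LRT called 7873 genes. Classes I to V held 249, 66, 478, 820 and 100 genes, and classes VI to X held 1543, 148, 420, 287 and 579. Class VI held genes that LPS induced with and without JQ1, and its median log2 fold change against unstimulated cells was 2.26 with LPS and 1.30 with LPS + JQ1. The median difference, -0.89, was larger than the SD of 0.048 between the 3 pairs of libraries, but the genes were chosen on this difference. Against unstimulated cells, the median of class VII was 1.60 with LPS and -1.41 with LPS + JQ1, and that of class IX was 2.00 and 0.132. JQ1 alone moved the medians of these classes by -1.62 and -0.62. LPS + JQ1 was not tested against JQ1 alone. Of the 6 genes in these classes that the study discusses, Tlr1 and Tlr6 of class IX had 29.3 ± 9.53 and 74.8 ± 0.717 normalised counts with JQ1 and 229.5 ± 29.8 and 160.3 ± 30.2 with LPS + JQ1 (SD, n = 3). Of class VII, Fcgr4 had 4.85 ± 1.75 and 47.5 ± 12.5 and Fcgr1 211.2 ± 7.52 and 301.7 ± 31.8, whereas Fcgr2b had 461.4 ± 13.6 and 317.4 ± 18.5, and Cd80 (4.42 ± 5.19 and 8.71 ± 5.47) stayed within the spread between replicates. The study placed Cd80 in Class IX, and its class here rests on raw counts of 10, 12 and 2 with LPS + JQ1. IL-10 moved the median of class VI by -0.16 (SD of pairs 0.033), that of class VII by -0.07 (0.049) and that of class IX by -0.22 (0.029), and 424, 32 and 59 of their genes were lower with IL-10 while 93, 29 and 26 were higher. Under total-count scaling class VI held 698 genes.

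**Figure D3:**
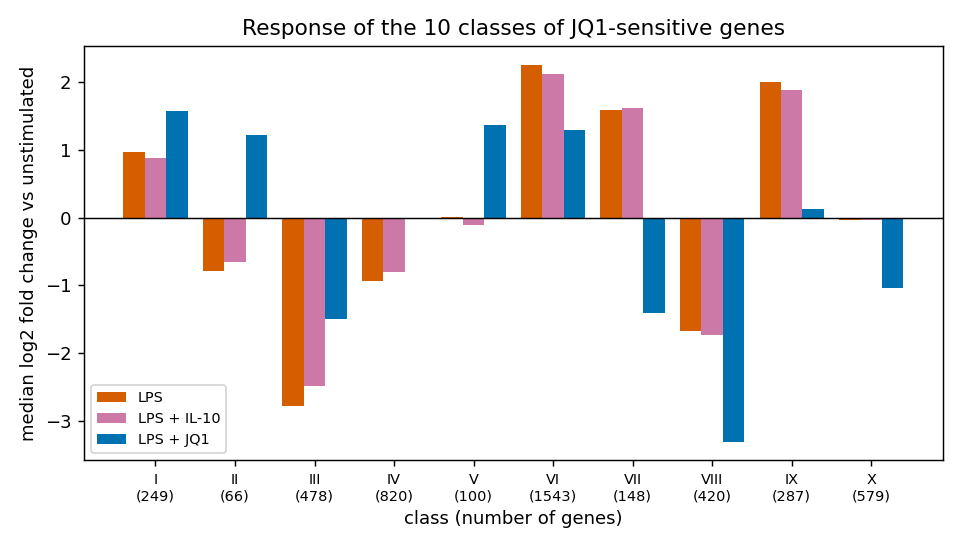
Median log2 fold change against unstimulated cells of the genes in classes I to X, for LPS, LPS + IL-10 and LPS + JQ1, with the number of genes in brackets. In class VI the bars are 2.26, 2.12 and 1.30, and in class VII JQ1 turns a median of 1.60 into -1.41; the classes were chosen on these differences under median-of-ratios scaling.

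Over the 2459 LPS-induced genes, the median effect of JQ1 was -0.87 (pairs -0.87, -0.82 and -0.93; SD 0.060), and 1978 genes (80.4%) were lower with JQ1. The median effect of IL-10 was -0.16 (pairs -0.14, -0.20 and -0.15; SD 0.033), and 633 genes (25.7%) were lower with IL-10. With the replicate block the medians were -0.86 and -0.16. When the genes were chosen in 2 mice and the effect was taken in the remaining one, the medians were -0.86 and -0.15. The setting that moved them most was log2(TPM + 1), with -0.49 and -0.05.

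All 15 genes that the study discusses rose with LPS, and 13 of them were lower with JQ1 during LPS stimulation, over all genes and when p was adjusted over the list alone. The 13 were also lower under TMM, total-count scaling and TPM. The exceptions were Ccl2 (log2 fold change -0.10, SE 0.330, adjusted p 0.830) and Nfkbia (-0.07, SE 0.113, adjusted p 0.600), although Nfkbia was higher with JQ1 under total-count scaling (0.301, adjusted p 0.0155). The study counted MCP-1, the protein of Ccl2, among Class VI cytokines and reported lower secretion of it with JQ1. The RNA result for Ccl2 here differs from that class, and it does not test the secreted protein. Il12b (chromosome 11, 44213565 to 44227535, plus strand) had 43150 ± 5170 normalised counts with LPS (SD, n = 3), 2280 ± 258 with LPS + JQ1 and 7830 ± 5670 with LPS + IL-10. Its fall with JQ1 passed the threshold (-4.24, SE 1.00, adjusted p 6.33e-05; with the replicate block 0.000482), whereas its fall with IL-10 did not (-2.46, SE 1.00, adjusted p 0.0723; with the block 0.0588). That call depended on the setting, since the fall of Il12b with IL-10 passed with edgeR (adjusted p 2e-04), in a fit of only the groups compared (0.0014), with limma on TPM (4.82e-05), with lane as a covariate (0.0198), with block and lane (0.0498) and without replicate 1 (1.71e-18), but not without replicate 2 or without replicate 3. The 3 LPS + IL-10 libraries held 14260, 3537 and 5689 normalised counts of Il12b, and the LPS + JQ1 library was lower in each same-numbered pair (2172, 2092 and 2574). This difference did not pass (-1.78, SE 1.00, adjusted p 0.123; with the block 0.332), but it passed with edgeR (0.000755), in a fit of only the groups compared (0.0126), with limma on TPM (0.00246) and without replicate 1 (0.0117). Il6 (chromosome 5, 30339701 to 30346508, plus strand) had 14160 ± 3260 counts with LPS, 479.4 ± 47.5 with LPS + JQ1 and 4108 ± 1900 with LPS + IL-10, and it was lower with LPS + JQ1 than with LPS + IL-10 (-3.10, SE 0.419, adjusted p 8.17e-13). Tnf (chromosome 17, 35336326 to 35338952, minus strand) had 136800 ± 8010, 35680 ± 1350 and 52600 ± 17300. JQ1 and IL-10 lowered Tnf by log2 fold changes of -1.94 and -1.38 (adjusted p 6.28e-14 and 9.96e-07). Nod2 (chromosome 8, 91171214 to 91212373, plus strand) fell with JQ1 (-2.49, SE 0.158, adjusted p 1.20e-54) and did not differ detectably with IL-10 (-0.04, SE 0.154, adjusted p 0.916), and the direct comparison of LPS + JQ1 with LPS + IL-10 passed (-2.45, adjusted p 7.32e-53). Ccl2 (chromosome 11, 81849073 to 81850955, plus strand) showed the opposite, with a fall with IL-10 of -2.04 (SE 0.330, adjusted p 2.36e-08) and a direct difference of 1.94 (adjusted p 1.62e-08). With IL-10, 6 of the 15 genes were lower and 3 were higher, and 11 passed when p was adjusted over the list alone.

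The Fc receptor genes Fcgr1, Fcgr2b and Fcgr4 were lower with JQ1 and higher with IL-10 during LPS stimulation, also under TMM, total-count scaling and TPM. Fcgr2b (chromosome 1, 172890689 to 172906678, minus strand) had 7829 ± 383 normalised counts with LPS, 317.4 ± 18.5 with LPS + JQ1 and 21610 ± 1380 with LPS + IL-10 (SD, n = 3). Its log2 fold changes were -4.62 (SE 0.085) and 1.46 (SE 0.069). For Fcgr1 they were -4.74 and 0.631, and for Fcgr4 -5.22 and 0.512. These genes belong to a family, and reads shared within it make their counts uncertain.

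Among the genes tied to BET proteins, Brd2 (chromosome 17, 34248965 to 34259262, minus strand) rose with JQ1 without LPS (2.01, SE 0.058) and during LPS (1.96, SE 0.056). Hexim1 (chromosome 11, 102977639 to 102981039, plus strand) rose by 2.17 and 3.40. Myc fell with JQ1 without LPS (-1.81, SE 0.190, adjusted p 5.59e-20) and did not pass during LPS (-0.35, SE 0.175, adjusted p 0.0731; with the replicate block 0.0216), and the interaction was 1.45 (adjusted p 1.49e-07).

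**Figure D4:**
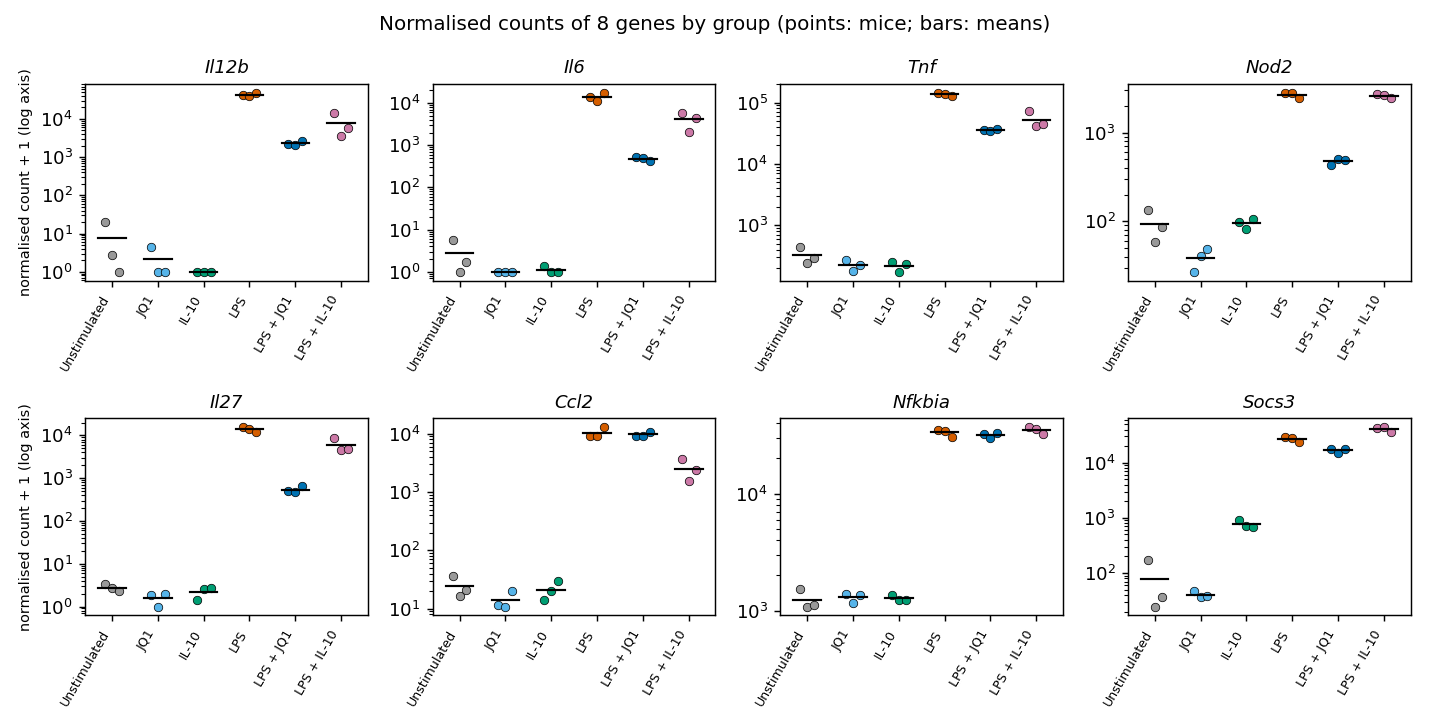
Normalised counts plus 1 on a log axis for Il12b, Il6, Tnf, Nod2, Il27, Ccl2, Nfkbia and Socs3 in the 6 groups, with 1 point per mouse and a bar at the mean of 3. Il12b falls from a mean of 43150 with LPS to 2280 with LPS + JQ1, Ccl2 falls with IL-10 but not with JQ1, and unstimulated replicate 1 is the highest of its group for all 8 genes.

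Of the 15 gene set tests, 7 passed (camera, adjusted p under 0.05). Interferon-stimulated genes were lower with JQ1 during LPS (median log2 fold change of 34 genes -1.30, adjusted p 2.70e-06; with the replicate block 2.70e-06) and without LPS (-1.95, adjusted p 1.13e-07; with the block 5.78e-07). Those medians kept their sign under TMM, total-count scaling and TPM, at -1.18, -0.92 and -0.99 during LPS and -1.97, -2.13 and -1.36 without LPS. The SD between pairs was 0.199 during LPS and 0.896 without LPS. NF-kB primary response genes were lower with JQ1 during LPS (-0.98, adjusted p 0.0264; with the block 0.00416), although Ier3 (1.78) and Zfp36 (1.11) rose. IL-10/STAT3 response genes rose with IL-10 during LPS (median of 10 genes 0.856, adjusted p 1.35e-11; with the block 2.33e-11) and were lower with JQ1 (-0.60, adjusted p 0.0334; with the block 0.0441), with the same signs under all 3 other scalings, as for the NF-kB genes. Histone genes were higher with JQ1 during LPS (median of 65 genes 1.03, adjusted p 1.69e-05; with the block 1.23e-05) and lower with JQ1 without LPS (-0.86, adjusted p 2.70e-06; with the block 9.27e-08), and kept these signs under all 3 other scalings. Of the 65, 42 were higher and 12 lower with JQ1 during LPS, and 8 were higher and 43 lower without LPS. IRF and AP-1 factors did not pass during LPS with JQ1 (-0.89, adjusted p 0.0543; with the block 0.0510). When the inter-gene correlation was estimated from these libraries in place of 0.01, only IL-10/STAT3 response genes with IL-10 still passed (adjusted p 0.0491), and the other 6 had adjusted p-values of 0.635 or 0.785.

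The interaction of LPS and JQ1 passed for 5271 genes (2250 higher and 3021 lower), and for 5388 with the replicate block. The higher share was 42.7%, and 54.8% with TMM, 85.5% under total-count scaling and 82.8% with TPM, so its sign depended on scaling for many genes. The interaction of LPS and IL-10 passed for 804 genes (432 higher and 372 lower), and for 904 with the replicate block, with a higher share of 53.7% that became 73.6% under total-count scaling.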

Values the study reported

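The study reported 10,656 genes that differed from unstimulated cells with LPS alone or with LPS plus JQ1, and 4,257 genes affected by JQ1 during LPS stimulation in its likelihood ratio test. Of these it placed 1,536 in Cluster 1 and 2,721 in Cluster 2. Its text gave sizes of 203, 50, 415, 760 and 108 genes for Classes I to V, and of 1,422, 116, 385, 235 and 563 genes for Classes VI to X. Its supplement lists a smaller size for Class VIII than the 385 of its text. About 90% of the genes that LPS induced were described as attenuated by JQ1, and Class VI genes as lowered 2-fold by it on average.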

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

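The tests of scaling, of class VI in the mouse left out, and of the histone genes by cycling cells, by shared reads and by the set test of the interaction were chosen only after the results they bear on were seen, as were the settings for single-gene interactions.

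The effect of JQ1 differed with and without LPS in 5271 genes by the interaction test. A vehicle given only to the LPS cells, which the methods leave possible, could add to this difference and was not tested. A fit of only the groups involved gave 5085 genes. When the stimulation labels were swapped within mice in that fit, 1 of 4 arrangements, the real one, gave as many, and the others gave at most 1. Each swap moved the effect of LPS into the spread within groups. Few genes could therefore pass there with or without an interaction, so these arrangements do not test it. With 4 arrangements a share under 0.05 cannot be reached, so grouping by chance cannot be excluded on this ground, and the same holds for the other splits given here. Among the named genes whose interaction passed, the largest negative ones were those of Edn1 (-9.14), Il12a (-5.59), Lipg (-5.08), Fcgr2b (-3.18), Il27 (-3.13), Isg20 (-3.11), Ccr2 (-3.05), Cd80 (-2.94), Ccl8 (-2.26) and Tgtp2 (-2.21). Smaller negative ones that passed were those of Mt2 (-1.70), Tlr6 (-1.66), Ccl3 (-1.47), Fcgr1 (-1.46), Il1rn (-1.45), Ifih1 (-1.40), Tnf (-1.39), Stat3 (-1.24), Nod2 (-1.16), Tlr1 (-0.949), Sbno2 (-0.800), Tnfaip3 (-0.625) and Etv3 (-0.425). Positive interactions that passed were those of Narf (4.42), Mknk2 (3.71), H2-Q8 (3.71), Bmf (3.62), Zfp395 (3.50), Frat1 (3.07), Hist1h2ao (2.45), Ggta1 (1.79), Hist2h2aa1 (1.56), Myc (1.45), Hexim1 (1.23), Hist1h2bb (0.977), Brd3 (0.729), Hist1h2bc (0.669), Cd320 (0.655), Zfp36 (0.560) and Nt5dc2 (0.292), of which Cd320 (adjusted p 0.0551) and Nt5dc2 (0.0607) did not pass with the replicate block. Hist1h4i did not pass without the block (0.479, adjusted p 0.0888) and passed with it (0.0425). Other interactions past 1 in size did not pass (adjusted p 0.0728 to 0.501), namely those of F10 (-2.23), Sele (-2.12), Il12b (-1.70), Chil1 (-1.54), Il6 (-1.30), Ccl22 (3.18) and Cxcl9 (2.81). The next part gives those that depended on other settings. Many of these genes were named for a large change in a comparison that enters the interaction, so their sizes are not representative. For Edn1, Il12a, Lipg, Il27, Ccr2, Bmf, Frat1 and H2-Q8 a group was at or under 3 counts in all its libraries, so the size of the interaction is not determined. Genes at or near 0 counts without LPS, such as Il27, cannot fall further there, which can make an interaction. This was tested on class VI, the genes that LPS induced and JQ1 lowered. A negative interaction was found for 75.6% of its 1543 genes, and for 83.1% of the 1200 that had at least 100 normalised counts in unstimulated cells, so a lower limit at 0 did not account for it. Since the class was chosen on part of the same difference, class VI was also chosen in 2 mice, and 89.4%, 94.0% and 94.1% of its genes then had a value below 0, without a test, in the mouse left out. Scaling remains an explanation for part of it. The median effect of JQ1 on the class stayed below 0 under total-count scaling (-0.51), but the share with a negative interaction fell to 37.2%, with 7.45% positive. How many genes respond more strongly to JQ1 during LPS therefore cannot be told apart from the choice of scaling factors.

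The effect of IL-10 differed with and without LPS in 804 genes. A fit of only the groups involved gave 673, and 1 of 4 arrangements in that fit, the real one, gave as many. These swaps also moved the effect of LPS into the spread within groups, so they do not test the interaction. Among the named genes whose interaction passed, it was negative for Socs3 (-2.71), Ednrb (-1.91), Ccl2 (-1.74), Ccl3 (-0.865), Stat3 (-0.746) and Tlr1 (-0.697). It was positive for Ggta1 (4.14), Chil1 (2.29), Narf (2.17), Mt2 (1.79), Il1rn (1.29), F10 (0.954), Il4ra (0.553), Etv3 (0.467) and Fcgr2b (0.395). With the replicate block Chil1 did not pass (adjusted p 0.0670), and Tnf (-0.79, adjusted p 0.215) and Hexim1 (0.367, adjusted p 0.110), which did not pass without it, did (0.00205 and 0.0430). Other interactions past 1 in size did not pass (adjusted p 0.0711 to 0.752), namely those of Il12b (3.44), Tgtp2 (2.20), Sele (-2.07), Ifit3b (1.77), Bmf (1.67), Cd80 (-1.58), Frat1 (-1.57), H2-Q8 (1.53), Il6 (1.40), Cxcl9 (1.34) and Cish (-1.07). No technical explanation was tested for these genes beyond the settings in the next part.

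The median of the histone genes moved in opposite directions with JQ1, with a median interaction of 1.63 over 65 genes. Members differed, since 8 were higher and 43 lower with JQ1 alone, and 42 were higher and 12 lower during LPS. Of the 6 named histone genes, Hist1h2bc, Hist2h2aa1 and Hist1h4i were higher with JQ1 in both settings and Hist1h2bb and Hist1h2ab lower in both, whereas Hist1h2ao was lower with JQ1 alone (-2.26) and did not pass during LPS (0.185, adjusted p 0.400). The camera p of this interaction, chosen after the directions were seen, was 5.85e-23, with the replicate block 8.32e-26 and with an estimated inter-gene correlation 0.0353. Changes in both directions, lower with JQ1 alone and higher in LPS + JQ1 than in LPS, were called in 24 genes. Reads shared between near-identical histone copies would leave the summed count level, but the log2 ratio of summed histone counts was -0.28 without LPS, only slightly past the limit of -0.2 set for this test, and 1.09 during LPS. Scaling did not explain the signs, since the medians under TMM, total-count scaling and TPM reached -0.87 at most without LPS and 1.15 at least during LPS. Histone transcripts without a poly(A) tail depend on ribosomal depletion. Within groups the histone level and the share of Rn45s had a correlation of 0.306, below the 0.5 set for this test. A correlation within groups does not test a difference in depletion between groups, so this explanation is not excluded. A lower number of cycling cells may be a candidate explanation without LPS, where 20 cycling-cell genes had a median of -1.37 with JQ1 and 19 of them were lower. The study measured BrdU incorporation and reported no effect of JQ1 on cell cycle progression in these cells, which speaks against this explanation. Nor does the explanation extend to LPS, where the same genes had a median of -1.49 with JQ1 although histone genes rose. LPS alone lowered the histone genes (median -1.80) and the cycling-cell genes (-1.61). Against unstimulated cells the histone median was -0.595 with LPS + JQ1, so the rise with JQ1 during LPS was a smaller fall than with LPS alone. Whether it reflects histone transcription or stability under BET inhibition is a hypothesis that these libraries cannot resolve.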

How the results depend on the processing

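The direction and significance of most values of named genes and set medians held, and many of these genes were named for a large change. Among the main results, such as counts of genes and set tests, 403 recomputed values stayed the same and 60 moved. A further 9 were weaker, 7 stronger and 1 reversed. Over all genes the direction of calls depended on scaling. The higher share of the JQ1 interaction was 42.7%, but 85.5% under total-count scaling. Over 2805 recomputed values of named genes and set medians, 2601 stayed the same, 113 were weaker, 40 stronger, 31 reversed and 20 moved by more than the spread between pairs. The numbers of changed genes in the 8 comparisons, the 2 interactions and the LRT stayed within 1.5 times with TMM factors, the gene length offset, a filter of at least 10 counts in at least 3 samples, the replicate block and lane. The cause of a change was not tested unless stated.

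Under total-count scaling, classes I, III, IV and V held 157, 1379, 1302 and 47 genes, classes VI, VIII, IX and X held 698, 656, 162 and 320, and clusters 1 and 2 held 5400 and 2781. Signs reversed for Il10 with LPS (-0.003), Myc with LPS (-0.402), Brd3, Nfkbia and Ccl8 with JQ1 alone (-0.132, -0.116 and -0.091), Ccl2, Nfkbia and Myc with JQ1 during LPS (0.278, 0.301 and 0.024) and Nod2 with IL-10 during LPS (0.054). These moves run in the direction in which total-count scaling shifts the median of all genes.

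With limma on log2(TPM + 1), 171 genes changed with IL-10 alone, classes I, II, III and V held 148, 29, 893 and 38 genes, classes VI, VII, IX and X held 756, 80, 158 and 363, and cluster 2 held 2935. Reversed were Myc with LPS (-0.212), Brd3 and Nfkbia with JQ1 alone (-0.151 and -0.125), Ccl2 and Nfkbia with JQ1 during LPS (0.216 and 0.228), Nod2 with IL-10 during LPS (0.069) and the median of IRF and AP-1 factors with IL-10 during LPS (0.040).

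Of the reversed genes, Nfkbia with JQ1 during LPS (adjusted p 0.0155) and Myc with LPS (0.0263) passed the threshold in the new direction under total-count scaling. Ccl2 and Nfkbia, not called for JQ1 during LPS without these changes, had log2 fold changes of 0.025 and 0.042 with TMM, 0.002 and 0.020 with the edgeR quasi-likelihood test and 0.005 and 0.023 when only the groups compared were fitted. The edgeR test called 231 genes for IL-10 alone, and an adjusted p under 0.01 left 218. Fitting only the groups compared gave 1089 genes for IL-10 during LPS and 247 in class VIII. With at least 10 counts in every sample, classes V, VII, VIII and IX held 57, 95, 271 and 150 genes. That filter gave adjusted p-values of 0.223 and 0.0792 for IL-10/STAT3 response and NF-kB genes with JQ1 during LPS, 0.0406 for IRF and AP-1 factors with JQ1 during LPS and 0.0406 for histone genes with IL-10 during LPS.

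The interactions of single genes, and LPS + JQ1 against LPS + IL-10 in the 15 genes that the study discusses, were recomputed under settings chosen for them after the data were seen. Of 41 named genes whose JQ1 interaction passed with or without the replicate block, 23 stayed on their side of the threshold in each setting that gave a value, and 2 (Cd80 and Il1rn) changed only when a replicate was left out. Under total-count scaling Etv3 reversed (0.127), and Nod2, Il27, Ccl8, Tlr1, Ccr2, Tgtp2, Tnfaip3 and Sbno2 did not pass. With limma on log2(TPM + 1) Etv3, Ccr2 and H2-Q8 reversed (0.087, 1.75 and -0.772), Ccr2 with an adjusted p of 2.48e-05, and Frat1, Tnfaip3 and Sbno2 did not pass. With edgeR Il27, Ccl8, Lipg, Ccr2, Il12a, H2-Q8 and Tgtp2 did not pass. Ccr2 did not pass with TMM either (adjusted p 0.0509), nor Tgtp2 with only the groups compared (0.0537), nor Nt5dc2 with lane as a covariate or at least 10 counts in at least 3 samples (0.0514 in both). Hist1h4i passed in 6 settings. Of 17 named genes for IL-10, 6 (Ggta1, Narf, Mt2, Il1rn, Ccl3 and Stat3) stayed on their side in each setting that gave a value, and 4 (Socs3, Ednrb, F10 and Fcgr2b) changed only when a replicate was left out. Ccl2 did not pass with edgeR (0.104), Tlr1 under total-count scaling (0.0710) or limma (0.258), Il4ra with only the groups compared (0.0837), Etv3 with limma (0.0518), and Chil1 in 6 of the settings that kept all replicates. Besides the replicate block, Hexim1 passed under total-count scaling (0.0159), with limma (0.0405) and with lane as a covariate (0.0428). Tnf also passed with block and lane (0.00102) and without replicate 1 (4.76e-07). In LPS + JQ1 against LPS + IL-10, 12 of 15 genes kept their call and direction. Nfkbia reversed under total-count scaling (0.144) and limma (0.057) without passing, Il12b passed in 4 settings, and Tnf did not pass in 6, among them TMM (adjusted p 0.117) and total-count scaling (0.373).

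The median effect of JQ1 over LPS-induced genes was -0.78 with TMM, -0.79 with at least 10 counts in every sample, -0.80 at a mean count of at least 100, -0.49 with log2(TPM + 1) and -0.55 with log2(TPM + 0.1), and that of IL-10 was -0.0483 and -0.0513 with these. These stayed below 0 in each setting tried. With an estimated inter-gene correlation, interferon-stimulated genes and histone genes (with JQ1 in both settings of LPS) and IL-10/STAT3 genes (with JQ1 during LPS) had an adjusted p of 0.635, and NF-kB genes 0.785.

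PC1 held 90.97% of variance with 500 genes, 80.5% with all expressed genes, 84.5% with log2(CPM + 1), 87.97% in the 12 samples without IL-10 and 84.9% with a transformation blind to the groups. The LPS + JQ1 position was then 64.8%, 62.3%, 70.4%, 65.3% and 62.9%. The blind transformation was an alternative chosen after seeing the data, as were the set medians under other scalings.

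Across the 3 fits that each left out one replicate, PC1 held from 88.4% to 88.8% and the LPS + JQ1 position was from 62.8% to 65.0%. Changed genes ran from 4050 to 4779 for JQ1 alone, from 130 to 196 for IL-10 alone, from 874 to 1249 for IL-10 during LPS, from 3470 to 3929 for the JQ1 interaction and from 290 to 470 for the IL-10 interaction. Adjusted p-values during LPS ran from 0.00371 to 0.0931 for IL-10/STAT3 genes and from 0.0142 to 0.0931 for IRF and AP-1 factors with JQ1, and with IL-10 from 0.000396 to 0.123 for interferon-stimulated genes, from 5.05e-05 to 0.955 for NF-kB genes and from 0.0143 to 0.760 for IRF and AP-1 factors; the lowest of these came without replicate 1. For IRF and AP-1 factors with JQ1 alone they ran from 0.640 to 0.785, with the direction reversed without replicate 1. Log2 fold changes ran from -0.159 to 0.005 for Ccl2 with JQ1 during LPS, from -0.117 to 0.243 for Ccl8 with JQ1 alone and from -0.055 to 0.202 for Nfkbia with JQ1 alone. Depth limits the smallest library, unstimulated replicate 2, where a gene under 0.442 CPM could not be told from 0.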

Other observations

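The tests in this part on unstimulated replicate 1, on replicate 1 of LPS + IL-10 and on Rn45s were chosen after the patterns were seen, and those on gene length and on shared libraries before.

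Counts here that were over 1.5 times those quoted above were those of the LRT and of the clusters. The LRT called 7802 genes here. That is higher than the value quoted from the study above. Cluster 1 held 3399 genes here. That is higher than the value quoted from the study above. Cluster 2 held 4403 genes here. That is higher than the value quoted from the study above. The class sizes quoted above from the text of the study add up to the cluster sizes quoted there, so genes in a class are the closer comparison. With the smaller size of Class VIII in its supplement they would not. When only genes that met the rule of a class were counted, the clusters held 1713 and 2977 genes.

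Unstimulated replicate 1 held more LPS-induced transcripts than replicates 2 and 3. Of 356 genes with a log2 fold change above 5 with LPS in replicates 2 and 3, 245 (68.8%) were higher in replicate 1 than in both. Choosing genes for low values in 2 libraries favours the one left out, but the same choice gave 44 of 354 genes (12.4%) with replicate 2 left out and 49 of 319 (15.4%) with replicate 3 left out, so this choice alone did not account for it. If a constant share of LPS reads had been carried over, the excess divided by the LPS value would be alike for all genes. Its median was 0.518% over 148 genes with enough expected reads, and its 75th percentile was 6.27 times its 25th, against at most 1.35 in 200 simulated draws with counting error alone. Mice also differ gene by gene, which would widen this ratio in any case. A carried-over share is, however, a lower limit for every gene. Of the 148 genes, 29 had fewer reads in unstimulated replicate 1 than the median share of LPS replicate 1 alone would give, beyond counting error, and 26 to 32 did for each of the 9 LPS-stimulated libraries as the source. Il27 had 2.31 normalised counts there and 15430 in LPS replicate 1. The highest share of LPS replicate 1 that no gene went against was 0.0721%, so carry-over at a constant share does not account for most of the excess. The largest median excess of the 4 lane 7 libraries of JQ1 and IL-10 without LPS was 0.0834 of that of replicate 1. These treatments may lower the same genes, so those libraries cannot rule out the lane. Unstimulated replicate 2 was untreated and also on lane 7. The 245 genes were lower in it by the way they were chosen, which does not bear on the lane. The same choice gave 68.8% with replicate 1 left out but 12.4% with replicate 2 left out. An effect of lane 7 alone would act on both libraries, so these shares argue against it. A weak activation of these cells or of this mouse remains possible, and no biological explanation was tested. The JQ1 and IL-10 libraries of replicate 1 without LPS had median excesses of -0.0723% and 0.0432%. Since both treatments may lower these genes, the 2 values do not decide whether the mouse was activated. The pattern bears on every comparison with unstimulated cells. For JQ1 without LPS, the effect on interferon-stimulated genes (median -1.95) had an SD between pairs of 0.896. For IL-10 against unstimulated cells, 1 of 4 splits, the real one, gave as many genes. Splits that part only 1 same-numbered pair gave up to 21 genes there.

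IL-10 had a weaker effect in replicate 1 during LPS. Genes chosen in replicates 2 and 3 had a median log2 ratio in replicate 1 that was 64.8% of theirs when lowered and 81.7% when raised. Selection alone could weaken a held-out replicate, but the same ratios were 140.1% and 119.1% with replicate 2 left out and 107.4% and 99.7% with replicate 3 left out. LPS RNA from cells without IL-10 mixed into this library would shorten both directions alike. The shortfall was 28.9% for lowered genes and 23.3% for raised ones, so mixing remains an explanation, and a lower effective dose or a weaker response of this mouse may give the same. Depth did not explain it, as the library ranked 2 of 3 from the lowest.

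Rn45s took a smaller share of counts with LPS. Its log2 fold change was 0.285 with median-of-ratios factors and -0.64 under total-count scaling, so the direction depends on the scaling and says nothing on its own about ribosomal RNA.

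The effect of JQ1 without LPS had a rank correlation with gene length of 0.0362 across 11390 genes, which are not independent replicates. Of the 5 comparisons examined, IL-10 without LPS had the largest (0.152), and the 3 that involved LPS lay between -0.0161 and 0.0030. Replicate pairs within groups reached an absolute correlation of 0.237, so a length bias between libraries could produce more than was seen in any of them. Within quartiles of expression the median for JQ1 was 0.0404. No relation with length is claimed.

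The effects of JQ1 and IL-10 on 2459 LPS-induced genes had a rank correlation across genes of 0.0870. Both use the same LPS libraries, which could create such a value, and with different mice for the 2 effects the mean over 6 combinations was 0.0676. Shared libraries thus did not account for most of it, and the relation is small in either case.

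Splits were made in fits of only the groups compared. For the other counts of changed genes, only the real split gave as many among those that part all same-numbered pairs. This was 1 of 4 for LPS, for LPS + JQ1 and for LPS + IL-10 against unstimulated cells, for LPS + JQ1 and for LPS + IL-10 against LPS, for LPS + JQ1 against LPS + IL-10, for JQ1 against unstimulated cells, for the LRT and for class VI. The remaining splits of that kind gave 0 or 1 genes, and those that part 1 pair, which were not made for class VI, gave at most 2 in these comparisons. Such splits cannot give a share under 0.05.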
